A study of Mus musculus with 17 samples.

How the data were processed

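Gene expression was measured by RNA sequencing in 17 libraries of mouse pancreatic stellate cells, the pancreatic cells that give rise to fibroblasts. Cells of 2 lines, PSC4 and PSC5, were kept in Matrigel, a gel of basement membrane proteins, and treated for 4 days. Per the labels there were 4 groups: control medium (5 libraries), TGF-beta at 20 ng/mL (4 libraries), medium conditioned by pancreatic tumour organoids (4 libraries, called CM here) and the same kind of medium with 300 nM neratinib, an inhibitor of the ERBB receptor kinases (4 libraries). RNA was extracted with a column kit and made into mRNA libraries.

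The authors estimated reads per gene with salmon, and the deposited values are expected counts per Ensembl gene, 1 file per library, not scaled to depth or gene length. The salmon version, the transcriptome, the annotation release and any filter on reads were not stated in the labels or files. Of the values above 0, 74.8% were not whole numbers, and all values were rounded to whole numbers before use, which changed a library total by at most 300.9 counts. Each file listed 35896 gene IDs, of which 35437 matched a gene symbol and 459 did not. A count of 0 in all 17 libraries was found for 13192 IDs. Positions were taken from GENCODE M21 on GRCm38 by gene ID, and the build the authors used was not stated.

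Library totals lay between 22168960 and 29421451 counts, a ratio of 1.33. The mean total was lowest in the neratinib group (24246749 ± 1624196 counts, SD, n = 4) and highest in the CM group (28189552 ± 1188757 counts, SD, n = 4). CPM, the unit of edgeR, stands for counts scaled to equal library totals after correction of each total by its TMM factor. The epithelial sums and the next range were scaled to totals without that factor. A count of 3 in 1 library was between 0.102 and 0.135 CPM. A group whose libraries all held 3 counts or fewer for a gene was treated as being at the floor, and folds against it are given as lower bounds. Confidence intervals of counts and floors cover counting error only, because the reads carried no molecular identifiers. The interval given for a share of genes treats the genes as independent.

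Groups were taken from the labels. Each comparison used all 17 libraries in 1 model with the group and the cell line as terms. Counts were fitted with the quasi-likelihood test of edgeR 4.0.16 under R 4.3.3, with TMM scaling factors and the filterByExpr filter by group (at least 10 counts in enough libraries and 15 in total), which left 13923 genes. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 are called. Errors of log2 fold changes, given as SE, were derived from the same test, as the absolute log2 fold change over the square root of its F statistic. They were not estimated separately, and for groups with few counts they need not cover the counting error. Beside the 5 group comparisons, 3 interaction tests asked whether an effect differed between the cell lines. A further term tested the medium code T6 against T8, with cell line and replicate number as a block of 5 levels; the labels give these codes to the conditioned media without saying what they stand for. All CM libraries with number 2 had T6 and all with number 1 had T8.

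Named genes followed a rule. For each comparison these were the 3 genes with the largest rise and the 3 with the largest fall in fitted log2 fold change among called genes that had a symbol, a mean of at least 10 CPM in the higher group, and no overlap between the groups within either cell line. A further 21 genes were named whatever their values, and 1 more chosen with them is not reported here: Acta2, Tagln, Ccn2, Col1a1, Tnc, Il6, Cxcl1, Lif, Csf3, Saa3, Il1a, Egfr, Erbb2, Areg, Ereg, Hbegf, Dusp6, Spry4, Etv4, Phlda1 and Mki67.

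There were 8 gene lists, written from general knowledge: myofibroblast (24 genes), inflammatory (26), ERK targets (22), proliferation (30), sterol synthesis (24), interferon response (24), ERBB family (15) and epithelial (24). The first 6 were tested in the 5 comparisons with camera of limma 3.58.1 on log2 CPM (prior count 2) at a preset correlation of 0.01, with adjustment over the 30 tests. The ERBB family and epithelial lists are given as values. The comparisons, tests, named-gene rule, these lists and most alternatives were chosen before the data were examined.

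Libraries of different groups shared the cell line and the replicate number. By the labels each line and number had its own passage, shared by the groups. It was checked whether the numbers also pair the libraries in expression. For each gene the group mean was removed, and libraries of different groups were correlated across genes. All 22 pairs with the same line and number had r above 0.1 (median 0.299). Without PSC4 replicate 1 the median was 0.288 for the same line and number and 0.254 for the same line and another number. Between CM and neratinib libraries of PSC5, r was 0.477 and 0.224 with the same number and -0.063 and -0.222 with the other, so these were paired by number or by the medium code that goes with it. In the other PSC5 pairs the medians were 0.233 and 0.174. A likeness in expression by number was not shown there, although the labels give these pairs the same passage. Genes are not independent replicates, so these values carry no p-value. The block, which is also the passage, stayed an alternative to the cell line term, as chosen before the data were examined. No pair of libraries in a group was a copy: r across genes lay between 0.954 and 0.991, and chi-square per degree of freedom was at least 7.5.

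Alternatives were RLE and upper-quartile factors, the DESeq2 1.42.0 Wald test, no filter beyond 1 count in total, a minimum mean of 10 counts, no cell line term, the block, only the 2 groups compared, an absolute log2 fold change of at least 1, and each library left out in turn. For the lists they were fry, camera with an estimated correlation, a prior count of 0.5 and members with at least 10 CPM. A pair of further alternatives was added after the libraries labelled PSC4 replicate 1 were seen to resemble PSC5: these 3 libraries counted with PSC5, and these 3 removed. Counts thinned to the smallest library were also added after the data were seen.

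Shares of genes called in 2 comparisons with common libraries were set against 20 simulated sets, without any effect for CM and TGF-beta, and with a CM effect but no neratinib effect for the genes moved back. A further 20 sets, added after the data were seen, had the log2 fold changes of the genes called for neratinib dealt to other genes of similar expression. The tests were run on simulated data with 200 of 13923 genes changed. At a true log2 fold change of 1, 148 changed genes were called for TGF-beta against control and 147 for neratinib, with 5 and 8 unchanged genes called. At a true difference of 2, the interaction tests called 146 (TGF-beta) and 144 (neratinib) and the medium test called 160, with 10, 4 and 3 unchanged genes called. The list tests called all 3 simulated shifts of 0.5 and 0 of the others. Simulated genes varied independently of each other, so this says nothing of false list calls where the members of a list are correlated. Other splits of the libraries were fitted for each group comparison, 100 where more were possible.

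Plots and count tables were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. Read-level data, splicing and transcript-level estimates were not analysed here. Neratinib without conditioned medium was not a group, so its effect in control medium was not analysed here.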

Results

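RNA was sequenced from 17 libraries of mouse pancreatic stellate cells of the lines PSC4 and PSC5 after 4 days of treatment. The control group had 5 libraries, with totals between 24420962 and 26891485 counts. The TGF-beta group had 4 libraries (24318977 to 29208095 counts), the group in tumour organoid conditioned medium (CM) had 4 (26716133 to 29421451 counts), and the group in conditioned medium with the ERBB inhibitor neratinib had 4 (22168960 to 25967718 counts). Between 16199 and 17405 genes had a count in a library. The 10 highest genes took 3.74% to 6.02% of a library's counts, and mitochondrial transcripts took 1.48% to 2.67%. The biological coefficient of variation over all tested genes was 19.8%.

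On a principal component analysis of log2 CPM over 13923 genes, the first 3 components held 33.7%, 22.1% and 14.9% of the variance. On the first, the TGF-beta libraries lay between 65.2 and 84.0, the control libraries between -10.3 and -6.3, and the CM libraries between -34.2 and -28.1. The second ran from control (30.4 to 55.6) over CM (-6.6 to 15) to the neratinib group (-84.1 to -17.2). The TGF-beta libraries lay between -38.6 and 0.1 on it, overlapping the CM and the neratinib ranges. On the third, the 6 libraries of PSC4 replicates 2 and 3 lay between -56.8 and -19.7 and the 8 PSC5 libraries between -3.6 and 36.2. The 3 libraries labelled PSC4 replicate 1 (control, CM and CM with neratinib) lay between 1.8 and 37.0, within or close to the PSC5 range, although their labels say PSC4. The 5 group comparisons, the list tests and the interaction tests were therefore also computed with these 3 libraries counted with PSC5 and with them removed.

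**Figure D1:**
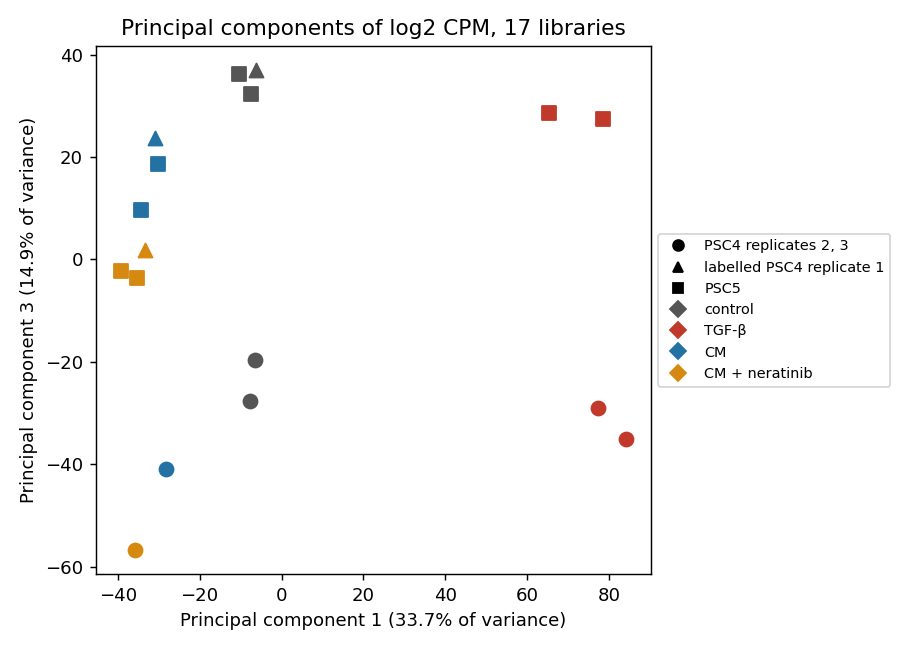
Principal component 1 (33.7% of the variance) against component 3 (14.9%) of log2 CPM over 13923 genes, 1 point per library, coloured by group and shaped by cell line as labelled. The 4 TGF-beta libraries lie at 65.2 or above on component 1, and the 3 libraries labelled PSC4 replicate 1 lie between 1.8 and 37.0 on component 3, apart from the other PSC4 libraries (-56.8 to -19.7).

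TGF-beta was compared with control medium to describe the state the series calls myofibroblastic cancer-associated fibroblasts. Of 13923 genes, 5598 were called (edgeR, adjusted p under 0.05), 2743 higher and 2855 lower with TGF-beta, and 1669 of them changed by at least 1 on the log2 scale. With upper-quartile factors, which shifted the median of all genes to -0.069, 41.3% of the called genes were higher, against 49% with TMM. Beside that stricter limit, this count moved most with the block by cell line and replicate number in place of the cell line term, which called 7091 genes. By fitted log2 fold change the largest rises were in Ly6d, Heyl and Tnni1. Ly6d and Heyl were at the floor in control, so their fitted values rest on counts near 0, and by lower bounds Ctsw (at least 235-fold) was above both. Heyl (ENSMUSG00000032744, chromosome 4, 123233556 to 123249875 on GRCm38, like all positions here) had 13.3 ± 4.35 CPM (SD, n = 4) with TGF-beta and at most 1 count in any control library, and was at least 111-fold higher (adjusted p 4.23e-08, edgeR). Ly6d was at least 92.8-fold higher (adjusted p 1.85e-05, edgeR), and 1 of the 5 control libraries had a single count. Its values with TGF-beta were widely spread, at 11.1 ± 10.6 CPM (SD, n = 4), from 1.81 to 25.2 CPM. Tnni1 rose from 0.109 ± 0.0229 CPM (SD, n = 5) to 51.3 ± 4.59 CPM (SD, n = 4), a log2 fold change of 8.83 (SE 0.38, adjusted p 1.05e-09, edgeR). The largest falls were in Saa3 (log2 fold change -6.88, SE 1.10), Fgf23 (-6.33, SE 1.14) and C3 (-5.90, SE 0.66), with adjusted p of 0.000175, 0.000491 and 7.59e-06. The rule that chose these 6 genes admitted no overlap between the groups within a cell line.

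Of the 21 genes named whatever their values, 7 were called higher and 5 lower with TGF-beta. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) rose by 2.13 (SE 0.29, adjusted p 4.40e-05), from 1751 ± 323 CPM (SD, n = 5) to 7751 ± 2200 CPM (SD, n = 4), and was above the control mean in 4 of 4 libraries. Ccn2 rose by 2.33 (SE 0.30, adjusted p 3.18e-05, 4 of 4 libraries). Acta2, with 363 ± 55.6 CPM (SD, n = 4) against 319 ± 79.5 (SD, n = 5), did not differ (log2 fold change 0.13, SE 0.29, adjusted p 0.758, higher in 3 of 4). Tagln did not differ either (-0.13, SE 0.29, adjusted p 0.758, lower in 2 of 4). Its sign turned under 4 alternatives and in 1 fit that left out a library: the value was 0.16 with the 3 libraries labelled PSC4 replicate 1 removed and 0.17 without control PSC4 replicate 1. Il6 was 0.97 higher without passing the threshold (SE 0.42, adjusted p 0.0804, 4 of 4 libraries), and passed it in 2 of 20 alternatives, with DESeq2 and with only these groups in the model, over a range of 0.0145 to 0.246. Lif (0.31, adjusted p 0.589) was called with the block alone (0.57, adjusted p 0.0369), over a range of 0.0369 to 0.881.

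Conditioned medium was compared with control medium to describe the response to tumour organoid factors. It called 1976 genes, 982 higher and 994 lower, of which 557 changed by at least 1 on the log2 scale. The block called 3240, of which 1950 were among the 1976, all with the same sign. This count rested on single libraries: it was 801 without CM PSC5 replicate 1, 1269 without CM PSC4 replicate 2, 1206 without control PSC5 replicate 1 and 1219 without control PSC5 replicate 2. With upper-quartile factors, which shifted the median of all genes to -0.047, 37.5% of the called genes were higher, against 49.7% with TMM. Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700) rose from 52.3 ± 55.7 CPM (SD, n = 5) to 2947 ± 1560 CPM (SD, n = 4), a log2 fold change of 6.14 (SE 0.82, adjusted p 0.000391, edgeR). Krt8 was at least 186-fold higher and Krt18 5.44 higher on the log2 scale (SE 1.30, adjusted p 0.014, edgeR). Both epithelial keratins were concentrated in the T6 medium. Krt8 had 1173 and 1233 counts in the T6 libraries of the CM group and 12 and 147 in the T8 libraries. Without CM PSC4 replicate 2, Krt18 was 4.03 higher and not called (adjusted p 0.0774, range over its alternatives 7.45e-05 to 0.0774). The largest falls were in Dkk2 (-3.40, SE 0.62, adjusted p 0.0032), Fmod (-3.36, SE 0.66, adjusted p 0.00492) and Ptn (-3.34, SE 0.54, adjusted p 0.00145). Ptn fell from 694 ± 194 CPM (SD, n = 5) to 71.6 ± 59.1 (SD, n = 4).

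Among the 21 genes, 10 were called higher and 2 lower in CM. Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) rose from 1.75 ± 0.635 CPM (SD, n = 5) to 10.6 ± 6.30 (SD, n = 4), by 2.64 on the log2 scale (SE 0.42, adjusted p 0.00124, 4 of 4 libraries). Csf3 was at least 36.1-fold higher (adjusted p 2.46e-05, 4 of 4) and Cxcl1 rose by 2.90 (SE 0.41, adjusted p 0.000489, 4 of 4). Il1a had 0 counts in all control libraries, was at least 4.12-fold higher, and had between 1 and 28 counts in the CM libraries. Col1a1 did not differ (-0.21, SE 0.28, adjusted p 0.67). Acta2 was lower (-1.21, SE 0.30, adjusted p 0.0153, 4 of 4), and was not called without CM PSC4 replicate 2 (-1.10, adjusted p 0.0523) or without CM PSC5 replicate 1 (-1.01, adjusted p 0.0518), over a range of 0.000409 to 0.0523. Tagln was also lower (-1, SE 0.29, adjusted p 0.0338), but was not called in 7 of 20 alternatives, 5 of them fits that left out 1 library, among them -0.82 (adjusted p 0.115) without CM PSC5 replicate 1. Lif was 1.13 higher without passing the threshold (SE 0.41, adjusted p 0.0803), and passed it in 6 of 20 alternatives, among them the block (0.99, adjusted p 0.00554) and the fit without control PSC4 replicate 1 (1.39, adjusted p 0.0435), over a range of 0.0038 to 0.226. Etv4 (0.47, adjusted p 0.067) was called in 6 of 20 alternatives, among them the block (0.43, adjusted p 0.0028), over a range of 0.00146 to 0.194. Phlda1 (0.47, adjusted p 0.146) was called with the block alone (0.56, adjusted p 0.0125), over a range of 0.0125 to 0.321.

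Conditioned medium with neratinib was compared with control medium, and 5998 genes were called, 3085 higher and 2913 lower. Of these, 1606 had a log2 change of at least 1, 559 higher and 1047 lower. With upper-quartile factors 41.1% of all called genes were higher, against 51.4% with TMM. The largest rises were in Csf3 (at least 150-fold), Saa3 (log2 fold change 6.51, SE 0.84) and Mmp13 (5.82, SE 0.45), with adjusted p of 6.86e-07, 5.21e-05 and 9.60e-07. Fmod (-5.22, SE 0.80), Scn7a (-5.16, SE 0.79) and Ptn (-4.81, SE 0.59) had the largest falls, with adjusted p of 0.000183, 0.000188 and 3.53e-05. Of the 21 genes, 9 were called higher and 4 lower. Il6 rose by 4.46 (SE 0.43, adjusted p 5.42e-06, 4 of 4 libraries) and Acta2 fell by 1.48 (SE 0.30, adjusted p 0.00147, 4 of 4). With the block Phlda1 (0.55, adjusted p 0.00546, range 0.00546 to 0.225) and Hbegf (-0.54, adjusted p 0.00197, range 0.00125 to 0.479) were called as well.

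The effect of neratinib within conditioned medium was given by the 4 libraries with the inhibitor against the 4 without it. It called 2850 genes, 1509 higher and 1341 lower. Of these, 611 changed by at least 1 on the log2 scale, 187 higher and 424 lower. With the block 4563 were called, of which 2843 were among the 2850, all with the same sign. With only these 8 libraries in the model 602 were called. The count was 1748 without the neratinib library PSC5 replicate 2 and 1782 without CM PSC4 replicate 1. The largest rises were in Car6 (4.70, SE 0.53, adjusted p 0.000105), P2rx3 (3.75, SE 0.49, adjusted p 0.000307) and Cox6a2 (3.72, SE 0.48, adjusted p 0.00024). P2rx3 (ENSMUSG00000027071, chromosome 2, 84998583 to 85037462) rose from 12.1 ± 6.27 CPM to 163 ± 50.3 CPM (SD, n = 4 each). Ifit3b, Mx1 and Mest fell most. Mx1 (ENSMUSG00000000386, chromosome 16, 97447035 to 97462907) fell from 20.7 ± 6.99 CPM to 1.55 ± 1.64 CPM (SD, n = 4 each), a log2 fold change of -3.83 (SE 0.58, adjusted p 0.000708). Ifit3b changed by -4.02 (SE 0.58, adjusted p 0.000525) and Mest by -3.78 (SE 0.68, adjusted p 0.00215). All 6 changed in 4 of 4 libraries.

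Of the 21 genes, 5 were called between neratinib and CM. Il6 was 1.82 higher (SE 0.41, adjusted p 0.00717) and Csf3 2.04 higher (SE 0.43, adjusted p 0.00506), each in 4 of 4 libraries. Erbb2 was lower (-0.37, SE 0.09, adjusted p 0.01, 4 of 4). With only the 8 libraries in the model these 3 were not called (adjusted p 0.0655, 0.0581 and 0.084), and Erbb2 was also not called with the 3 libraries labelled PSC4 replicate 1 removed (-0.28). Their adjusted p ranged over the alternatives from 0.000168 to 0.0655, from 0.000312 to 0.0581 and from 0.00128 to 0.084. Areg was lower (-1.02, SE 0.34, adjusted p 0.0453, 4 of 4) and was not called in 9 of 19 alternatives, among them 7 of 8 fits that left out 1 library, such as -0.80 (adjusted p 0.0983) without the neratinib library PSC5 replicate 1. Dusp6, a target of ERK signalling, was lower (-0.51, SE 0.15, adjusted p 0.0279, 4 of 4) at 55.8 ± 13.1 CPM against 79.4 ± 10.6 (SD, n = 4 each). It was not called in 6 of 19 alternatives, among them 4 of 8 fits that left out 1 library, such as -0.40 (adjusted p 0.0911) without the neratinib library PSC5 replicate 2, nor with only these groups in the model (0.127), over a range of 0.00928 to 0.127. The other 16 genes, among them Egfr, Ereg, Hbegf, Spry4, Etv4 and Phlda1, were not called. Hbegf (-0.34, adjusted p 0.425) was called in 3 of 19 alternatives, with the block (-0.38, adjusted p 0.0258) and with the 3 libraries labelled PSC4 replicate 1 counted with PSC5 (-0.37) or removed (-0.46), over a range of 0.0258 to 0.794. Col1a1 (-0.67, adjusted p 0.128, lower in 3 of 4) was called without the neratinib library PSC5 replicate 1 (-1.01, adjusted p 0.0186), over a range of 0.0186 to 0.433.

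**Figure D2:**
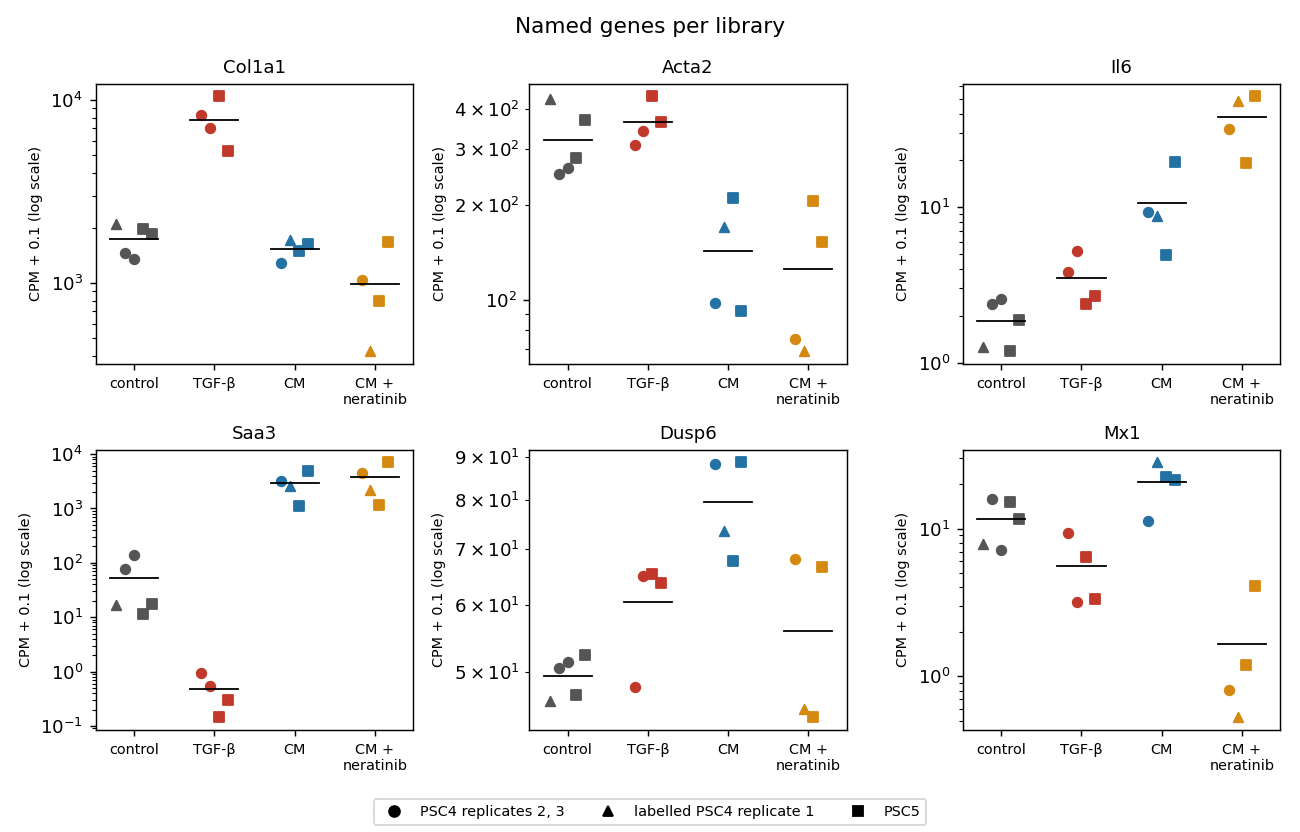
CPM plus 0.1 on a log axis for Col1a1, Acta2, Il6, Saa3, Dusp6 and Mx1 in the 17 libraries, 1 point per library with a line at the group mean. Col1a1 is highest with TGF-beta (7751 CPM on average), Saa3 is highest in the conditioned-medium groups (2947 CPM on average without and 3747 CPM with neratinib), and Mx1 is lowest with neratinib (1.55 CPM on average).

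The stimuli were also set against each other. Between CM and TGF-beta 4916 genes were called, 2477 higher and 2439 lower in CM, 1583 of them with a log2 change of at least 1. Saa3 (13.02, SE 1.25, adjusted p 2.20e-06), Lcn2 (at least 445-fold, adjusted p 6.30e-07) and Hp (9.42, SE 1.15, adjusted p 1.87e-05) were higher in CM by the most. Heyl (at least 116-fold, adjusted p 1.20e-07), Tnni1 (-8.86, SE 0.41, adjusted p 2.27e-09) and Ctsw (-7.99, SE 0.29, adjusted p 1.97e-10) were lower by the most in fitted values, and the place of Heyl is not fixed by its bound. The CM libraries had 1 to 7 counts of Tnni1 and 2 to 4 of Ctsw, so these fitted values also rest on counts near 0. Of the 21 genes, 9 were called higher in CM and 6 lower, with Col1a1 at -2.34 (SE 0.31, adjusted p 4.63e-05) and Il6 at 1.66 (SE 0.43, adjusted p 0.00713), each in 4 of 4 libraries. With the block Etv4 (-0.55, adjusted p 0.000259, range 7.33e-05 to 0.205), Tnc (-0.82, adjusted p 0.0212, range 0.0212 to 0.192) and Dusp6 (0.46, adjusted p 0.0226, range 0.0226 to 0.165) were called as well.

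The comparisons of CM and of TGF-beta with control shared 1197 called genes, of which 910 (76%) changed in the same direction and 287 in opposite directions. The number was 519 without CM PSC5 replicate 1, and the block gave 2125. The comparisons share the control libraries, which by itself makes log2 fold changes alike. Over all genes 61.8% had the same sign, below the 63.97% to 65.73% of 20 simulated sets in which neither treatment changed a gene. Across genes r was 0.177, below the 0.373 to 0.489 of the simulated sets; genes are not independent replicates. No value without an effect was computed for the 76% among shared called genes.

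To ask how far neratinib undid the change in CM, genes called in CM against control were followed in neratinib against CM. Of 1976 genes, 242 (12.2%, 95% Clopper-Pearson interval 10.8% to 13.8%) were called with the opposite sign, and 261 (13.2%) were called with the same sign. The interval treats genes as independent, which they are not, and leaves out variation between libraries. The first share was 17.3% with the block, 6.38% without CM PSC4 replicate 1 and 8.14% with the 3 libraries labelled PSC4 replicate 1 removed. Because both comparisons use the CM libraries, opposite signs arise by construction. In 20 simulated sets with a CM effect and no neratinib effect at most 0.037% of the CM calls were called with the opposite sign, a value kept low by the near absence of neratinib calls. In 20 further sets the neratinib effects were dealt to other genes, unrelated to CM. There 6.87% to 8.67% were called with the opposite sign, with 1802 to 1911 neratinib calls against the 2850 found. Among genes called in both comparisons, 48.1% had the opposite sign, against 52.1% to 60.4% in these sets. Called or not, 45.8% of the 1976 genes had it, below the 64.05% to 66.6% of the sets without a neratinib effect and the 60.4% to 63.2% of the sets with an unrelated one. When the CM effect was taken from PSC4 and the neratinib effect from PSC5, so that no library was used in both, 56.25% of the 144 genes called in CM had the opposite sign (r = 0.08); genes are not independent replicates.

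The list tests asked whether genes of a common function moved together. Of 30 tests, 22 passed an adjusted p of 0.05 with camera at its preset correlation, 20 with fry, and 19 with both. With the correlation estimated from the data 0 of 30 passed (smallest adjusted p 0.0591), the largest effect of any alternative. The 3 that passed with camera and not with fry were the interferon list in CM against control and in CM against TGF-beta and the myofibroblast list in CM against control.

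The myofibroblast list rose with TGF-beta by a mean of 1.00 on the log2 scale (adjusted p 0.00138, 16 of 24 genes higher). The list scores, mean log2 CPM of the members, lay between 7.69 and 8.43 in the 4 TGF-beta libraries and between 7.01 and 7.12 in the 5 control libraries. Over all genes tested 14 of its 24 genes were called, and 14 adjusted over the list alone. It was lower in CM than in control (-0.36, adjusted p 0.0184, fry 0.0805; scores 6.58 to 6.75; 10 called and 12 adjusted over the list alone), lower again with neratinib than in CM (-0.75, adjusted p 0.000136; scores 5.27 to 6.52; 6 called and 8 adjusted over the list alone), and lower in CM than with TGF-beta (-1.36, adjusted p 2.45e-06; 17 called and 18 adjusted over the list alone). With neratinib against control it changed by -1.11 (adjusted p 5.84e-05; 20 called and 21 adjusted over the list alone).

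The inflammatory list fell with TGF-beta (-1.69, adjusted p 5.84e-05; 17 of 25 tested genes called, 17 adjusted over the list alone) and rose in CM (1.80, adjusted p 3.20e-11; 18 called, 20 adjusted over the list alone) and in CM with neratinib (1.70 against control, adjusted p 0.000146; 20 called, 22 adjusted over the list alone). Its scores lay between 3.12 and 3.85 in control, 1.08 and 2.03 with TGF-beta, 4.76 and 5.58 in CM, and 4.54 and 5.78 with neratinib. Neratinib against CM did not differ (-0.10, adjusted p 0.655; 5 called, 5 adjusted over the list alone), and the sign of this value turned in some fits that left out 1 library. Between CM and TGF-beta the mean difference was 3.49 (adjusted p 2.13e-12; 20 called, 21 adjusted over the list alone). Its median was 2.45, or 1.99 with the 5 genes at the floor in TGF-beta set at their lower bounds.

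The sterol synthesis list was higher than control with TGF-beta (1.36, adjusted p 9.65e-22; 24 of 24 genes called, 24 adjusted over the list alone), in CM (1.01, adjusted p 3.04e-34; 24 and 24) and with neratinib (0.60, adjusted p 9.17e-11; 22 and 22). It was lower with neratinib than in CM (-0.41, adjusted p 2.37e-09; 19 called, 22 adjusted over the list alone) and lower in CM than with TGF-beta (-0.35, adjusted p 4.81e-05; 12 called, 13 adjusted over the list alone). The interferon response list did not differ between TGF-beta and control (0.01, adjusted p 0.791; 0 of 24 genes called, 0 adjusted over the list alone). It was higher in CM (0.71, adjusted p 5.84e-05, fry 0.113; 3 called, 4 adjusted over the list alone) and lower with neratinib than in CM (-2.42, adjusted p 4.38e-19, fry 0.000212; 24 of 24 called lower, 24 adjusted over the list alone) and than in control (-1.72, adjusted p 2.50e-08; 21 called, 23 adjusted over the list alone). Scores were 5.57 to 6.45 in control, 6.18 to 7.18 in CM and 3.07 to 5.72 with neratinib. The value of 0.70 between CM and TGF-beta (adjusted p 0.00971; 3 called, 3 adjusted over the list alone) was not past the threshold in 5 of 26 alternatives, among them the fits without CM PSC4 replicate 1 (0.45, adjusted p 0.0883) and without TGF-beta PSC5 replicate 2 (0.52), over a range of 0.000369 to 0.638.

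**Figure D3:**
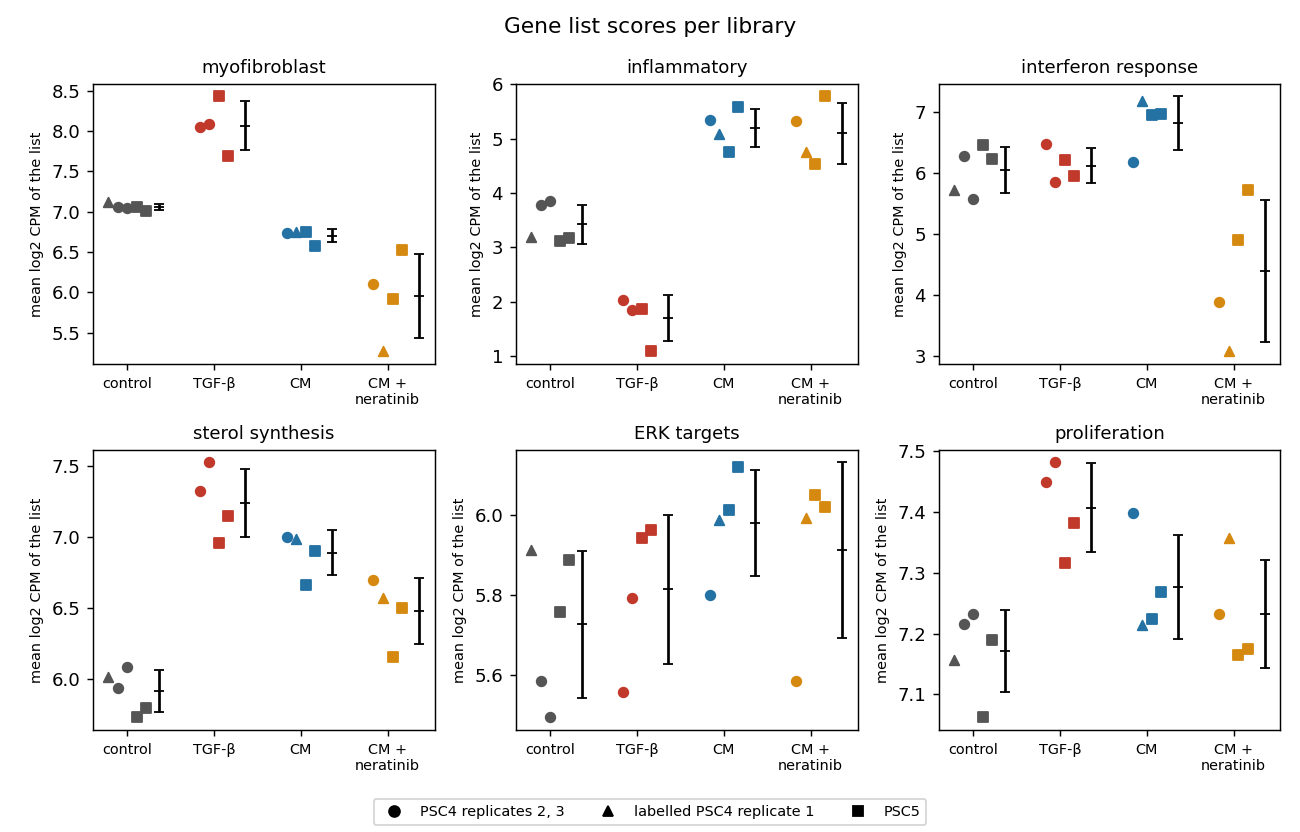
Scores of 6 gene lists, the mean log2 CPM of the list's genes, 1 point per library with the group mean and SD. The myofibroblast list is highest with TGF-beta (7.69 to 8.43), the inflammatory list is lowest with TGF-beta (1.08 to 2.03), and the interferon list is lowest with neratinib (3.07 to 5.72).

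The ERK target list was higher in CM than in control (0.23, adjusted p 0.00825; 3 of 22 genes called, 7 adjusted over the list alone). No difference was seen for it between neratinib and CM (-0.07, adjusted p 0.693; 5 called, 3 higher and 2 lower, 5 adjusted over the list alone), TGF-beta and control (0.07, adjusted p 0.312; 10 and 10), neratinib and control (0.16, adjusted p 0.195; 9 and 9; with fry it passed at 0.0455, range 0.0455 to 0.558) or CM and TGF-beta (0.17, adjusted p 0.693; 9 and 10). The proliferation list was higher with TGF-beta (0.25, adjusted p 5.84e-05; 19 of 30 called, 20 adjusted over the list alone) and in CM (0.11, adjusted p 0.000316; 5 and 12), and did not differ between neratinib and control (0.07, adjusted p 0.113; 10 and 10), although it passed without control PSC5 replicate 2 (adjusted p 0.0418, range 0.0418 to 0.642). Against CM it was -0.04 with neratinib (adjusted p 0.322; 3 and 3), and passed the threshold without CM PSC4 replicate 1 (-0.09, adjusted p 0.0374), without the neratinib library PSC4 replicate 1 (-0.07) and with all 3 libraries labelled PSC4 replicate 1 removed (-0.11, adjusted p 0.00267), over a range of 0.00267 to 0.8. Against TGF-beta it was -0.13 in CM (adjusted p 0.0448; 15 and 18). It did not pass in 8 of 26 alternatives, 4 of them fits that left out 1 library, among them the block (0.0776) and the fit without CM PSC4 replicate 1 (-0.09, adjusted p 0.169), over a range of 0.014 to 0.602.

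Of the 15 genes of the ERBB family list, its receptors and their ligands, 11 were tested. Their mean log2 CPM was 3.28 ± 0.12 in control (SD, n = 5), 3.27 ± 0.14 with TGF-beta, 3.46 ± 0.12 in CM and 3.18 ± 0.18 with neratinib (SD, n = 4 each). Ereg rose in CM from 24.6 ± 2.24 CPM (SD, n = 5) to 78.4 ± 27.9 (SD, n = 4), by 1.66 (SE 0.20, adjusted p 0.00017, 4 of 4 libraries), and Egfr rose by 0.83 (SE 0.18, adjusted p 0.00827, 4 of 4). With neratinib Ereg was at 75.8 ± 17.7 CPM (SD, n = 4). Hbegf rose with TGF-beta by 2.04 (SE 0.27, adjusted p 3.25e-05, 4 of 4). Falls were also called in this list (edgeR). Nrg1 was lower than control with TGF-beta (-2.23, adjusted p 1.16e-06) and in CM (-0.67, adjusted p 0.0298). It was lower again with neratinib than in CM (-0.86, adjusted p 0.00815). Egf fell in CM (-0.78, adjusted p 0.0162). Egfr fell with TGF-beta (-0.62, adjusted p 0.0141), but was not called in 2 of 20 alternatives. The epithelial list had a mean log2 CPM of -1.81 ± 0.17 in control (SD, n = 5), -1.56 ± 0.17 with TGF-beta, 0.68 ± 1.77 in CM and 0.78 ± 2.23 with neratinib (SD, n = 4 each), and only 1 of its 24 genes had a mean above 10 CPM in control.

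Whether the effects differed between PSC4 and PSC5, as labelled, was tested by interaction. For TGF-beta, CM and neratinib 0, 0 and 0 of 13923 genes were called, with 601, 43 and 237 genes at an unadjusted p under 0.05. With the block the counts were again 0, with 1014, 72 and 439 at an unadjusted p under 0.05. DESeq2 called 29, 0 and 1. With 1 library left out, 0 to 2, 0 to 1 and 0 to 1 genes were called. The TGF-beta test called 3 with the 3 libraries labelled PSC4 replicate 1 counted with PSC5 and 2 with them removed, with 1128 and 1107 at an unadjusted p under 0.05. The CM and neratinib tests called 0 in both ways, with 241 and 245 (counted with PSC5) and 222 and 211 (removed) at an unadjusted p under 0.05, but PSC4 then had 1 library in CM and 1 with neratinib. The T6 and T8 media were compared in all 17 libraries with the block, and 0 genes were called, with 906 at an unadjusted p under 0.05. When the 8 conditioned-medium libraries were split by code with the cell line in place of the block and treatment left out, 85 genes were called. DESeq2 called 33, and 5 were called with the 3 libraries labelled PSC4 replicate 1 removed. Without CM PSC4 replicate 1 it was 2. Each code went with 1 replicate number, so the T6 against T8 test rests on the control and TGF-beta libraries with the same numbers. Its 0 calls do not show that the media were alike. In the CM group 57 tested genes were at least 4 times higher with T6 than T8 in both lines as labelled, with 1 library of each code per line. Krt8 had at least 972 counts in each T6 library and at most 219 in a T8 library.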

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

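The tests of material carried over with the media, and of induction in the stellate cells alone, were chosen only after the epithelial counts were seen.

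Within groups, 213 sets of values were searched for a library far from the others by Dixon's ratio, the gap to the nearest library over the whole range. About 11 were to be found by chance, and 14 were found. The library concerned most often was CM PSC4 replicate 2, with 3 sets. No technical or biological explanation was tested for these 14 sets.

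The share of counts in the 10 highest genes was high in the neratinib library PSC5 replicate 2, at 4.83% against 4.68% to 4.7% (ratio 0.867), and in control PSC5 replicate 1, at 4.69% against 3.96% to 4.17% (ratio 0.712). The myofibroblast list score was 6.58 in CM PSC5 replicate 1 against 6.74 to 6.75 (ratio 0.919). The ERK target list score was 5.58 in the neratinib library PSC4 replicate 2 against 5.99 to 6.05 (ratio 0.878).

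Among named genes, Dkk2 was at 5.13 CPM in TGF-beta PSC5 replicate 2 against 10.3 to 11 in the other TGF-beta libraries (ratio 0.912), and Ctsw was at 39.8 CPM in the same library against 23.4 to 24.6 (ratio 0.904). Dusp6 was at 47.8 CPM in TGF-beta PSC4 replicate 2 against 63.6 to 65.3 (ratio 0.916). In CM PSC4 replicate 2, Mmp13 was at 75.2 CPM against 19.6 to 23.5 (ratio 0.867) and Hbegf at 16.4 CPM against 28.9 to 32.2 (ratio 0.842). Cxcl1 was at 11.2 CPM in control PSC4 replicate 1 against 9.38 to 9.55 (ratio 0.896). The other 4 sets rested on counts of 2 or fewer: Ly6d in control, Heyl in CM and Krt8 in control, each counted in 1 library alone (ratio 1), and Ctsw in control, with 0 counts in 1 library (ratio 0.985).

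Epithelial transcripts, which no comparison tested as a list, were above the control level in part of the conditioned-medium libraries. Summed over the epithelial list they reached 354 CPM of the library total in the neratinib library PSC5 replicate 2 and lay between 164 and 354 in the 4 libraries with T6 medium, against 20.4 to 32.0 in control and 17.2 to 23.9 with TGF-beta. Of 4 chromosome Y genes counted, Ddx3y and Eif2s3y, summed, had 8 to 27 counts in the T6 libraries and at most 1 in any other library. Kdm5d was present in every library, with 18 to 31 counts with T6 medium, 6 to 31 with T8 medium and 6 to 16 in control, and alone it did not part the T6 libraries from the others. The sum was first taken over Ddx3y and Eif2s3y, and it was widened to 4 genes after those values were seen. Summed over Ddx3y, Eif2s3y, Kdm5d and Uty, the counts were 34 to 58 with T6 medium, 8 to 32 with T8 medium, 7 to 16 in control and 3 to 11 with TGF-beta. Index hopping or spill-over between libraries is argued against by the Krt8 count, at least 972 in each T6 library, with at most 2 in control and 25 with TGF-beta. Induction of epithelial genes in the stellate cells alone is argued against by this sum, at least 34 in each T6 library and at most 16 in control, although the highest T8 library came close. A candidate explanation is cells or RNA from another source carried over with T6 medium: the sum over the 4 genes was higher in the T6 libraries than in the others (one-sided exact permutation p = 0.00042 over 2380 splits, the smallest they can give). For Kdm5d and Uty without the other pair the exact permutation p was 0.00168. Ddx3y and Eif2s3y had already parted the T6 libraries when the sum was widened, so the test over 4 genes is no independent support. The splits treat all libraries as exchangeable, although the T6 libraries shared a medium code and formed pairs of CM and neratinib. Every T6 library had replicate number 2, but control and TGF-beta libraries of that number did not show these counts.

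In T8 medium the epithelial sum was 49.6 and 57.6 in the PSC5 libraries and 24.6 and 12.6 in the PSC4 libraries, and the lower PSC5 value was 2.02 times the higher PSC4 value. For T8 medium in PSC5 replicate 1, carry-over cannot be told apart from a change in the cells, because Ddx3y and Eif2s3y had 0 counts there while Kdm5d, which the control libraries also carry, had 31 and 16, and each combination of line and treatment had 1 library. Of the 982 genes called higher in CM, 24 (2.44%) were at least 4 times higher with T6 than T8 medium in both cell lines. This share cannot decide whether epithelial carry-over was the source of most of these calls. Only 278 of the 982 rose by at least 1 on the log2 scale. A smaller rise from T6 medium alone would stay below 4 times, and carry-over was left open for part of the T8 libraries. Among the named genes, the values of Krt8 and Krt18 are limited by the candidate carry-over with T6 medium. The other named genes were not tested for it one by one. Il1a, at 0 counts in control, was higher in CM with T6 than T8 medium in PSC4 (0.494 against 0.034 CPM) and PSC5 (0.939 against 0.497). With neratinib this held in PSC4 but not in PSC5 (1.24 against 2.12 CPM). Carry-over stays open for Il1a.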

How the results depend on the processing

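The settings that counted the 3 libraries labelled PSC4 replicate 1 with PSC5, removed them or thinned the counts were chosen only after the data were seen. Unless a reason is given, the cause of a change was not tested.

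Of the genes called in the 5 group comparisons, those also called with the block, DESeq2, no cell line term, or the 3 libraries counted with PSC5 or removed all had the same sign. An absolute log2 change of at least 1, stricter by construction, left 1669 genes for TGF-beta against control, 557 for CM against control, 1606 for neratinib against control, 611 for neratinib against CM and 1583 for CM against TGF-beta. The block gave 3240 for CM against control and 4563 for neratinib against CM, and counting the 3 libraries with PSC5 gave 2986 for CM against control. With only the compared groups in the model, 602 genes were called for neratinib against CM. That setting leaves fewer libraries to estimate variance, but it called more genes for TGF-beta against control (5941) and CM against control (2764). It called fewer for neratinib against control (4727) and CM against TGF-beta (4616). Fewer libraries thus did not lower every count, and the cause of the fall to 602 was not tested. Apart from fits that left out 1 library, the other settings kept the counts of the 5 comparisons within 1.5 times.

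The share of CM calls moved back by neratinib, 12.2%, was 14.2% with DESeq2, 17.3% with the block, 5.92% with the fold-change limit, 15% with the 3 libraries counted with PSC5, 8.14% with them removed, and 0% and 0% across cell lines, which decides nothing, since 0 of the 144 and 0 of the 2 genes called in CM were called for neratinib in either direction. The genes shared between CM and TGF-beta were 2125 with the block, 298 with the limit and 1879 with the 3 libraries counted with PSC5. The share of these genes with the same sign fell with the limit. DESeq2 called 29 genes for the TGF-beta interaction, 1 for the neratinib interaction and 33 for T6 against T8, 3 and 2 were called for the TGF-beta interaction with the 3 libraries counted with PSC5 and removed, and 5 for T6 against T8 with them removed, where edgeR on all libraries called 0 (601, 237 and 906 at an unadjusted p under 0.05). Of the 22 list tests past the threshold, 0 passed with an estimated correlation, which widens the null by construction.

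Across the fits that each left out 1 library, the counts ran from 4750 to 5516 (TGF-beta against control), 801 to 1793 (CM against control), 4952 to 6258 (neratinib against control), 1748 to 3685 (neratinib against CM) and 4079 to 4619 (CM against TGF-beta). The lowest for CM against control was without CM PSC5 replicate 1, and the lowest for neratinib against CM was without the neratinib library PSC5 replicate 2. Shared genes ran from 519 to 1165 (lowest without CM PSC5 replicate 1), the share moved back from 6.38% (without CM PSC4 replicate 1) to 18.1% (without the neratinib library PSC5 replicate 1), list tests past the threshold from 20 to 23, the TGF-beta interaction from 0 to 2 (without control PSC4 replicate 1 and without TGF-beta PSC5 replicate 1), the CM interaction from 0 to 1 (without control PSC5 replicate 1), the neratinib interaction from 0 to 1 (without the neratinib library PSC4 replicate 2 or PSC5 replicate 2) and T6 against T8 from 0 to 2 (without CM PSC4 replicate 1). For the interactions only libraries of the groups compared were left out, which mostly left 1 library in a combination of line and group.

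Signs turned only in results that had not passed the threshold. Tagln with TGF-beta was 0.02 without the cell line term, 0.07 with the block, 0.10 with the 3 libraries counted with PSC5 and 0.16 with them removed. Spry4 in CM was 0.05 with the block and 0.01 with them removed. Phlda1 (-0.01 with the block), Acta2 (0.07 with them removed) and Egfr (0.06 with them removed) turned for neratinib against CM, and the interferon list for TGF-beta against control was -0.02 with the block and -0.01 with them removed. With 1 library left out, the log2 values that turned ran, for neratinib against CM, from -0.15 to 0.07 (Egfr), -0.17 to 0.21 (Phlda1), -0.19 to 0.24 (Ereg), -0.16 to 0.72 (Lif), -0.02 to 0.28 (Etv4), -0.70 to 1.23 (Saa3), -0.38 to 0.08 (inflammatory list) and -0.14 to 0.01 (ERK target list). For CM against control they ran from -0.30 to 0.09 (Hbegf) and -0.10 to 0.02 (Spry4), for TGF-beta against control from -0.24 to 0.17 (Tagln), -0.17 to 0.02 (Ereg) and -0.24 to 0.18 (interferon list), and for CM against TGF-beta from -0.48 to 0.02 (Areg).

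Of 128 results for named genes, 84 kept direction and side of the threshold under every alternative run. Over 2500 values, 137 changed: 29 reversed, 52 weaker and 56 stronger. Of 30 list tests, 2 kept both under every alternative, and 51 of 780 values changed: 11 reversed, 35 weaker and 5 stronger. Thinned to the smallest library, the group comparisons called 5468, 1904, 5920, 2789 and 4814 genes, so that differences in depth moved no count by over 1.5 times.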

Other observations

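Tests chosen only after the result was seen were that of the 3 libraries being PSC5 cells, with its yardstick, and that of carried-over material in the interferon result, while the list of ATF4 targets and that of ATF6 and XBP1 targets were written after the called genes were seen.

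Other splits of the same libraries were fitted for each count of called genes, with 100 of 126 possible splits for comparisons with control and all 35 otherwise. As many genes were called in 1 split, the real one, for TGF-beta against control (next 2885), for CM against control (next 503), for neratinib against control (next 3368), for neratinib against CM (next 85, the split of T6 from T8 libraries) and for CM against TGF-beta (next 1). For T6 against T8 medium the splits decide nothing, because the real count was 0 (906 at an unadjusted p under 0.05). All 34 splits that could be fitted gave as many genes by definition.

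The number of list tests past the threshold was not unusual in most comparisons. As many of the 6 lists passed in 39 of 100 splits for TGF-beta against control, 10 of 100 for CM against control, 36 of 100 for neratinib against control, 25 of 35 for neratinib against CM and 6 of 35 for CM against TGF-beta. By the size of the mean change, the real split alone was as large for the myofibroblast and sterol synthesis lists in all 5 comparisons, and for the inflammatory list in all but neratinib against CM (25 of 35). The interferon list was as large in 1 of 35 splits for neratinib against CM, 1 of 100 for neratinib against control, 4 of 100 for CM against control and 5 of 35 for CM against TGF-beta. In CM against control, the ERK target list was as large in 6 of 100 splits and the proliferation list in 8 of 100. Against TGF-beta each was as large in 2 of 35 splits, and the proliferation list in 1 of 100 for TGF-beta against control.

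The 3 libraries labelled PSC4 replicate 1 lay near PSC5. On genes that differ between the other PSC4 and the PSC5 libraries, 93.2% (control), 92.1% (CM) and 78% (neratinib) were nearer the PSC5 level. The first rule asked for 90% in each library, and 2 of the 3 met it. After that was seen, the yardstick became the PSC5 libraries of the same group, each left out in turn, with 92.2% and 94.4% in control, 79.6% and 85.5% in CM, and 71.9% and 80% with neratinib. Against this later yardstick all 3 lay at or above the lower PSC5 library, so the result is weaker evidence than a rule fixed beforehand. A mixture of PSC4 and PSC5 cells is argued against by the lowest median position, 1.02 with PSC4 at 0 and PSC5 at 1. A culture batch shared by number 1 is argued against by the PSC5 replicate 1 libraries, at most 0.89 where PSC5 replicate 2 is 1. Gradual drift with passage is argued against by PSC4 replicate 2, at most 0.16 between PSC4 replicate 3 and PSC5, while PSC4 replicate 1 control was at 1.01. That the 3 libraries are PSC5 cells is a candidate explanation. An abrupt change between passages was not tested, and which set of libraries carries the right label was not decided.

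Among genes called higher with neratinib against CM were many targets of the transcription factor ATF4. A list of 25 such genes rose by a mean of 0.81 on the log2 scale, with 24 of 25 higher, 21 called higher and 0 called lower (camera p 4.42e-16, fry p 4.15e-06 and 0.0116 with an estimated correlation, from limma). The mean was positive in 4 of 4 pairs of libraries (0.61 to 0.95). A list of 16 ATF6 and XBP1 targets changed by -0.10, with 2 called higher and 6 lower, which argues against a general endoplasmic reticulum stress response. The effect of 1 neratinib library alone is argued against by the smallest mean without 1 such library, 0.71, and lower depth of the neratinib libraries by the mean after thinning to the smallest total, 0.81. The ATF4 list was also higher than control without neratinib, with TGF-beta (0.42, camera p 0.000782) and in CM (0.30, camera p 3.04e-05). There the fry p was 0.00166 and 0.0159, and with an estimated correlation the camera p was 0.243 and 0.153. A rise of this list was thus not confined to the libraries with neratinib. An ATF4 response to neratinib in conditioned medium may be the source of the further rise against CM. The list was written after the called genes were seen, so this is a hypothesis, and neratinib without conditioned medium was not a group.

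Interferon response genes were lower with neratinib than in CM. The mean of the list was between -2.79 and -2.06 with 1 neratinib library left out, which argues against 1 library as the source, and -2.42 after thinning to the smallest total, which argues against depth. Less carried-over organoid material in the neratinib libraries is argued against by the 2 pairs in which the epithelial sum was not lower with neratinib, where the differences were -2.05 and -1.24. An effect of neratinib on interferon signalling may account for the fall and stays open as untested. The fall was seen in 4 of 4 pairs with the same line, number and medium code.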
